A study of Mus musculus with 2 samples. Its data were reported in "Macrophages maintain mammary stem cell activity and mammary homeostasis via TNF-α-PI3K-Cdk1/Cyclin B1 axis" (2023).

How the data were processed

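Basal cells of the mammary epithelium were sorted from adult female mice and grown in a 3D matrix, either alone (ctrl) or in wells shared with macrophages polarised towards an M2-like state (M2), and RNA of the resulting colonies and organoids was sequenced. According to the study's methods, the macrophages sat in an insert with a porous membrane and not in the matrix with the basal cells. The 2 groups hold 1 library each, and the groups were taken from the sample labels. The series text calls the experiment a microarray, whereas the values are sequencing counts. Other libraries that the study describes, such as those of wnt3A or TNF-α treated cells, were not analysed here.

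The table deposited by the authors holds raw read counts per gene, with no normalization, for 49492 genes. Per the labels, RNA was extracted with a column kit and libraries were made with a SMARTER mRNA kit. The study's methods instead name the lysis reagent RNAiso Plus for the extraction, and an Illumina HiSeq X sequencer. The aligner, the counting tool, the genome build, the annotation, the use of strand and the read filters are not stated. The column layout is the one that featureCounts writes. Gene coordinates were compared with GENCODE release M21, which is on GRCm38: 47214 genes have a name found there, 99.95% of these overlap the gene of that name on the same chromosome, and 91.0% have the same start and end. Coordinates are therefore given as GRCm38, as the table lists them. A spreadsheet had turned 26 gene names into dates, and these genes were kept in the tests but not named. Because the use of strand is not stated, reads of overlapping or antisense genes cannot be assigned with certainty, and close paralogs (Saa1 and Saa2, the keratins Krt6a and Krt6b, Krt14 and Krt17) could share reads. The names Sgo1 and Sgo2a were matched to the older symbols Sgol1 and Sgol2a through RefSeq synonyms.

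Genes with at least 10 reads summed over the 2 libraries were tested (19233 genes). Library sizes were scaled with the trimmed mean of M values (TMM) in edgeR 4.0.16 under R 4.3.3, which gave factors of 1.02 for ctrl and 0.980 for M2. The log2 fold difference of a gene is that of its reads plus a pseudocount of 1, divided by the effective library size, M2 over ctrl. Each gene was tested with a two-sided exact binomial test on its reads in the 2 libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05 and at least a 2-fold difference, the thresholds that the study gives. With 1 library per group there is no replicate check of any difference, and no dispersion can be estimated. The test compares those libraries, not the conditions. As a second test, the exactTest function of edgeR was run with a biological coefficient of variation assumed to be 0.2, and also 0.1 and 0.4. Intervals of fold differences are 95% Clopper-Pearson intervals of the share of reads, and shares of a library have 95% Wilson intervals. No molecular identifiers are stated, so intervals and floors cover counting error only. A count of 0 allows up to 3 reads, which is 0.109 CPM in ctrl and 0.104 CPM in M2. For a gene at or under 3 reads in one library, the limit of the 95% interval nearest to 0 is given in place of a fold difference.

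Gene lists for 19 programmes or cell types were written before the data were examined, as were the tests, the alternatives and the rule for naming genes. The lists covered TNF response, mitosis, DNA replication, PI3K components, ERK feedback, Wnt targets, basal epithelium, luminal epithelium, milk products, squamous differentiation, macrophages, fibroblasts, endothelium, adipocytes, interferon response, acute phase, IL-4 and IL-13 response, hypoxia and Y-linked genes. The median log2 fold difference of each list with at least 5 genes tested was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. This describes the 2 libraries and gives no p-value, since genes are not replicates. A further 6 lists (a second hypoxia list, a second NF-κB list, immediate early genes, heat shock genes and both phases of the circadian clock) were written after the table had been seen, before their members were looked at. The text names the 22 genes that the study measured by other methods, the 8 genes with the largest and the 8 with the smallest log2 fold difference among called genes with at least 200 reads in one library and an established symbol, ranked with counts below 3 set to 3, and up to 6 members with the most reads of the macrophage, fibroblast and Y-linked lists. Any other gene that is named was chosen after its values were seen.

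The functions were tested on simulated data drawn from the mean expression and sizes of these libraries. With counting noise alone, the binomial test called 0 of 19190 unchanged genes, and among 19240 genes it recovered 95.5% of 200 genes changed by 4-fold. When every gene also varied between libraries by a coefficient of variation of 0.2, the same test called 588 of 19245 unchanged genes, and at 0.4 it called 4416 of 19165. Of 500 lists of 20 unchanged genes, each gene varying independently by a coefficient of variation of 0.1, 6.8% lay outside 95% of random lists. The alternatives were DESeq2 1.42.0 size factors, total counts, the upper quartile and a loess curve in place of TMM, other filters on low counts, pseudocounts of 0.1 and 5, a 4-fold threshold and thinning of the reads. Removal of a trend with GC content or gene length, and of Apoe or Cd14 from the macrophage sum, was added after seeing the data; 96.6% of the genes tested had a GC value. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.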

Results

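To examine what co-culture with M2-like macrophages changes in mammary basal cells, the transcriptomes of 1 control library (ctrl) and 1 library of M2 co-cultured cells (M2) were compared. The ctrl library held 26912610 reads and the M2 library 29413844 reads in annotated genes. At least 1 read was found for 24415 genes in ctrl and 24986 genes in M2. Mitochondrial genes took 4.83% of the reads in ctrl (95% Wilson interval 4.82 to 4.83) and 4.11% in M2 (4.10 to 4.12), and the 10 genes with the most reads took 7.33% and 6.61%. There were no replicates, so none of the differences given here could be set against the spread between cultures.

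Among 19233 genes tested, 1570 had more reads and 1260 had fewer reads in the M2 library at an adjusted p under 0.05 and at least a 2-fold difference by the exact binomial test. Of these, 1201 and 891 were protein-coding. At a 4-fold threshold the numbers were 616 and 494. The median log2 fold difference of all genes tested was -0.0032, and the middle part of the distribution ran from -0.32 (lower quartile) to 0.35 (upper quartile). The reads alone separated the libraries at 10221 genes of any fold difference, because at this depth small differences pass the test. The alternative that moved the counts most was an assumed biological coefficient of variation of 0.4 in the exactTest of edgeR, which left 175 genes higher and 130 lower. With the value of 0.2 that was set in advance, 1655 genes passed both thresholds.

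**Figure D1:**
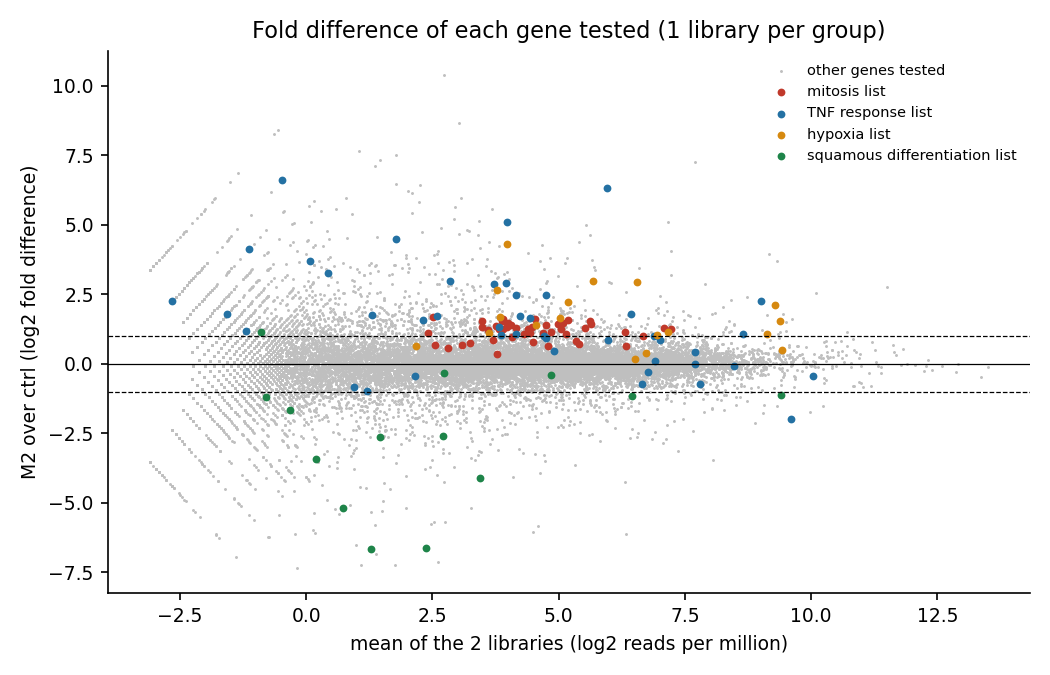
Each point is a gene tested, with the mean of both libraries in log2 CPM on the x axis and the log2 fold difference of M2 over ctrl on the y axis; dashed lines mark a 2-fold difference. Coloured points are members of the mitosis, TNF response, hypoxia and squamous differentiation lists, and all 47 mitosis genes lie above 0.

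The largest differences included acute phase and milk protein genes. Saa2 (chromosome 7, 46751790 to 46754313) had 4 reads in ctrl and 6977 in M2, a log2 fold difference of 10.38 (95% interval 9.34 to 12.58), and Saa1 (chromosome 7, 46740497 to 46742980) had 10 and 4722 reads, a difference of 8.68. Reads of Saa1 and Saa2 could be exchanged between these close paralogs, so the value of each gene is uncertain. Saa3 had 3 reads in ctrl and 843 in M2, and the lower limit of the 95% interval of its log2 fold difference was 6.51. Sftpd (6 and 1337 reads), Ndufa4l2 (5 and 1007 reads), Kcnj15 (5 and 863 reads) and Il1a (9 and 920 reads) differed by log2 values of 7.51, 7.32, 7.10 and 6.46. The casein gene Csn1s1 rose from 460 to 74931 reads, a log2 difference of 7.28 (95% interval 7.15 to 7.41). In the other direction, Pcp4 (1138 and 7 reads), Pcolce2 (1981 and 14 reads) and Dscam (764 and 6 reads) had log2 fold differences of -7.22, -7.12 and -6.84. The squamous epithelium genes Krt4 (679 and 6 reads) and Dsg1a (1405 and 14 reads) had values of -6.67 and -6.62. Gpx3, with 18576 and 279 reads, and Dmbt1, with 4971 and 79 reads, had values of -6.12 and -6.03. Fstl4 fell from 237 to 3 reads, and the limit of its 95% interval nearest to 0 was -4.81.

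The study followed 22 genes by other methods in these cultures or in related ones, and 21 of them had enough reads to be tested. Of these, 13 were called higher in M2, 0 lower, and 8 were not called. An adjusted p under 0.05 was reached by 20 genes when adjusted over the list alone and by 19 when adjusted over all genes tested. The study chose several of the genes on these libraries, so none of these counts is independent evidence, whichever adjustment is used. The same limit holds for the p-values given below for genes chosen in that way. With the assumed coefficient of variation of 0.2, 11 of the 21 genes passed both thresholds in the edgeR exactTest, and with 0.4 there were 4.

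To ask whether the TNF-α pathway was active, its downstream genes were examined. Tnfrsf1b (chromosome 4, 145213463 to 145246870) rose from 19 to 468 reads, a log2 fold difference of 4.48 (95% interval 3.89 to 5.30; adjusted p = 3.66e-107, exact binomial test). Mmp3 (chromosome 9, 7445822 to 7455975) rose from 73 to 2674 reads, a difference of 5.11 (4.79 to 5.48), and Ccl2 (chromosome 11, 82035571 to 82037453) from 11 to 119 reads, a difference of 3.25 (2.47 to 4.41). Ccl7 had only 7 and 18 reads. Its log2 difference of 1.18 (-0.03 to 2.80) had an adjusted p of 0.0791 in the exact binomial test over all genes and 0.0470 when adjusted over the list alone. Across the TNF response list, the median of 44 genes was 1.25, against a range of -0.13 to 0.17 that held 95% of random lists; 27 genes were called higher and 1 lower. Without the 4 genes that the study names, the median was 1.08.

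To ask whether mitosis genes changed, Cdk1 (chromosome 10, 69336635 to 69352938) and Ccnb1 (chromosome 13, 100778650 to 100786570) were examined first. Cdk1 rose from 454 to 1271 reads, a log2 fold difference of 1.41 (95% interval 1.26 to 1.57; adjusted p = 8.04e-80, exact binomial test), and Ccnb1 rose from 260 to 767 reads, a difference of 1.49 (1.29 to 1.70). Cenpe, Ndc80, Sgo1 and Sgo2a differed by 1.59, 1.40, 1.12 and 1.35. In the edgeR exactTest with an assumed coefficient of variation of 0.4, neither Cdk1, Ccnb1 nor any of these genes passed both thresholds. Sgo1 already failed with 0.2. All 47 genes of the mitosis list had a positive value, 35 were called, and the median was 1.27, above each of 10000 random lists. The DNA replication list had a median of 0.47 over 30 genes, also above each random list, with 2 genes called. The median of mitosis genes exceeded that of replication genes by 0.79.

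**Figure D2:**
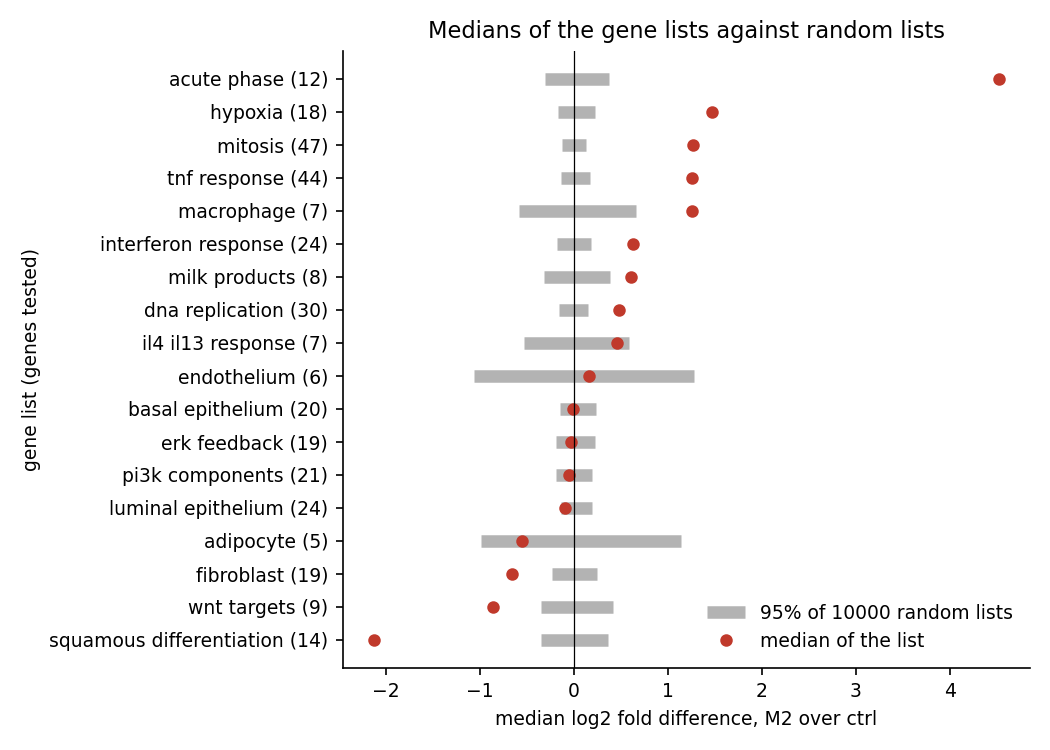
Red points are the median log2 fold differences (x axis, M2 over ctrl) of each list (y axis, with the number of genes tested), and grey bars are the range that holds 95% of 10000 random lists matched on expression. The acute phase list lies farthest above its bar at 4.52 and the squamous differentiation list farthest below at -2.13.

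Among the 18 lists tested, 8 lay above and 3 below 95% of random lists. By chance 0.9 would fall outside, but only if the genes of a list varied independently. Related genes that move together between cultures were not simulated, so more lists could fall outside without any effect of co-culture. The highest median was that of the acute phase list, 4.52 over 12 genes and 4.15 with counts under 3 set to 3 reads. The hypoxia list followed with 1.47 over 18 genes, of which 14 were called higher and 0 lower. The interferon response list had a median of 0.63 over 24 genes and the milk products list 0.61 over 8 genes, but milk genes went both ways, with 3 called higher and 3 lower, and with at least 1 CPM required in both libraries their median of 0.24 lay within the random range. The squamous differentiation list had a median of -2.13 over 14 genes, with 11 called lower, and a median of -1.14 with at least 1 CPM required in both libraries, still below the random range. The Wnt target list stood at -0.86 over 9 genes, where 4 were called lower and 2 higher. The PI3K components (-0.05, or -0.15 under the same filter), ERK feedback (-0.04), basal epithelium (-0.0057), luminal epithelium (-0.09), endothelium (0.16), adipocyte (-0.55) and IL-4 and IL-13 response (0.46) lists lay within 95% of random lists. A median within that range does not mean that no member changed. In the PI3K list 3 genes were called higher and 0 lower, namely Pik3ap1 (3 and 212 reads, lower 95% limit of the log2 difference 4.51), Pik3r5 (1 and 152 reads, lower limit 4.68) and Pik3cd (27 and 110 reads), all named after their values were seen. Called higher and lower were 5 and 4 genes of the ERK feedback list, 3 and 2 of the basal list and 5 and 9 of the luminal list. A trend with gene length, removed after seeing the data, brought the luminal median to -0.12, which lay outside that range.

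To ask about stem cell and lineage genes, Procr (chromosome 2, 155751117 to 155755471), a marker of mammary stem cells, was compared and rose from 68 to 204 reads, a log2 fold difference of 1.50 (95% interval 1.11 to 1.93; adjusted p = 8.67e-15, exact binomial test). Bcl11b differed by 0.56 and was not called. Krt14 (81991 and 68968 reads) and Krt5 (56383 and 83619 reads) went in opposite directions, by -0.32 and 0.50. Krt8 differed by 0.21, Gata3 by -0.11 and Ly6a by 0.44. The ratio of basal keratins (Krt5 and Krt14) to luminal keratins (Krt8 and Krt18) was 3.15 in ctrl and 3.02 in M2, a log2 change of -0.06 (95% interval -0.08 to -0.04; p = 4.68e-09, two-sided Fisher's exact test). The sign was not stable: over all tested members of the basal and luminal lists the change was 0.0048 (95% interval -0.0062 to 0.016). Lcn2, which is also in the acute phase list, weighs heavily on that value. It held 12343 of 210572 luminal reads in ctrl and 76343 of 240785 in M2. The ratio without Lcn2 was not taken, so the value does not show that the balance was unchanged. The casein gene Csn2 had 2 reads in ctrl and 138 in M2, with a lower 95% limit of 4.16 for its log2 difference. Of the hormone-related signals, Rspo1 rose by 2.12 and Wnt5a by 1.15 on the log2 scale, and Wnt4 differed by 0.08. Tnfsf11 had 0 and 4 reads, too few to be tested. In the edgeR exactTest, Procr and Rspo1 did not pass both thresholds with an assumed coefficient of variation of 0.4. Wnt5a already failed with 0.2.

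**Figure D3:**
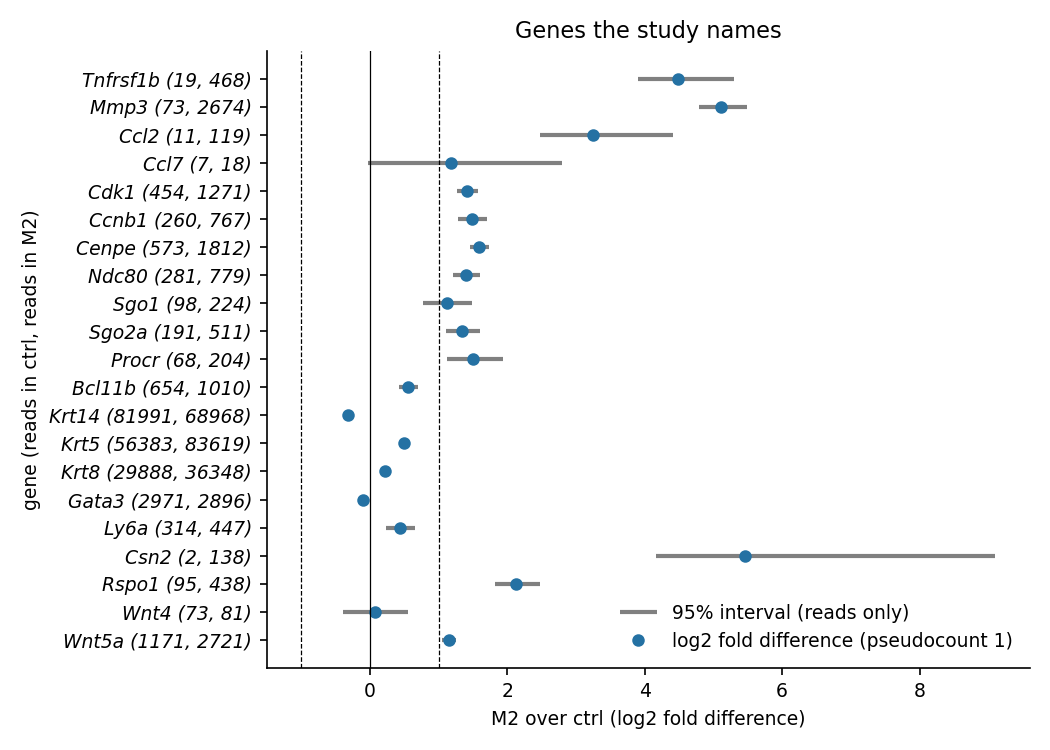
Points are log2 fold differences (x axis, M2 over ctrl, pseudocount 1) of the 21 tested genes that the study names (y axis, with the reads in ctrl and in M2), and lines are 95% intervals from the reads alone; dashed lines mark a 2-fold difference. Ccl7 and Wnt4 have intervals that include 0.

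To check which cells gave the reads, transcripts of other cell types were counted. The macrophage list held 27946 reads in ctrl and 17702 in M2, a log2 ratio of -0.73, almost entirely from Apoe (26857 and 8227 reads) and Cd14 (803 and 9114 reads), which are not specific to macrophages. Without Apoe and Cd14, a choice made after their values were seen, 286 and 361 reads were left and the log2 ratio was 0.27, so the direction of the sum is not stable. The median of the 7 macrophage genes with enough reads was 1.25, at the 99.8 percentile of random lists. Cd14, Aif1 (3 and 40 reads) and Cd163 (2 and 30 reads) were called higher, and Apoe was called lower. Cd68 (170 and 165 reads) and Csf1r (94 and 92 reads) were not called. The median falls on the remaining gene, which had few reads and was not called. At or under 3 reads were 19 of the 25 macrophage genes in ctrl and 15 in M2. The fibroblast list had a median of -0.66 over 19 genes, with 7 called lower and 1 called higher. Postn differed by -0.09, while Col5a2, Col14a1, Col6a3, Col1a2 and Mmp2 had values of -1.59, -3.12, -4.24, -1.68 and -1.56. Of the Y-linked genes, Uty had 1 read in ctrl, and Ddx3y, Eif2s3y and Kdm5d had 0 in both libraries. Y-linked reads under 1.02e-05% of the M2 reads were not detectable at this depth. This limits reads of these genes and not the share of RNA from male cells. The study's methods do not state the sex of the mice that gave the macrophages, so these counts cannot exclude macrophage RNA.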

Values the study reported

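The study reported 1632 genes as significantly raised by co-culture with M2 and 1328 as raised by wnt3A, with 347 genes raised in both.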

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

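Each result was recomputed with 1 choice changed at a time. All tested genes whose values are given, except Lcn2, were recomputed, 65 in total, including the others chosen after their values were seen. Each kept its direction and its side of the thresholds under the 4 other scalings and both pseudocounts. The same held after removal of a trend with GC content or gene length, chosen after seeing the data. It also held with the filter of at least 1 CPM in both libraries, where the gene passed it. These alternatives did not include the assumed coefficients of variation.

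The counts of genes moved by over 1.5 times under 3 kinds of alternative. With at least 1 CPM required in both libraries, 797 genes were higher and 583 lower, because genes near 0 in one library can no longer be tested. With a 4-fold threshold there were 616 and 494. The exactTest of edgeR gave 964 and 691 with an assumed biological coefficient of variation of 0.2 and 175 and 130 with 0.4. In total 2486 genes passed at 0.1 and 305 at 0.4, against 1655 at 0.2, so the number of genes depends on a quantity that 1 library per group cannot give. A DESeq2 Wald test was not run, as it needs replicates. Across the other scalings, 52.1% to 55.6% of calls were higher, against 55.5% with TMM.

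List medians were recomputed under 9 alternatives, which did not include thinning or the filter of only 1 read. Of the 18 lists tested, 16 stayed on their side of the random range under each of these that left enough genes. The milk products median fell within it at 0.24 with at least 1 CPM in both libraries, a filter that leaves fewer genes. The luminal epithelium median of -0.12 lay outside it after the trend with gene length was removed, and the cause was not tested. The basal to luminal ratio changed sign to 0.0048 over all tested members of both lists, a value on which Lcn2 weighs heavily. Krt14 against Krt8 alone gave -0.53. The macrophage sum ran from -0.79 to -0.72 over the scalings, filter and pseudocounts, but its direction depends on Apoe: it was 3.05 without Apoe, -1.73 without Cd14 and 0.27 without both, choices made after their values were seen. Y-linked reads stayed at or under 1 for each gene alone. Depth limits Ccl7, Tnfsf11 and most macrophage genes, which have too few reads to show a difference.

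No paired analysis was possible because each group holds 1 library.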

Other observations

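The test of hypoxia genes outside glycolysis and the test on separate parts of the reads were chosen only after the results were seen, the simulation matched on the interquartile range was added once the number of called genes was known, and how the heat shock and clock lists were read was settled after their medians were seen. No test here can separate co-culture from other differences between 2 single cultures, so co-culture stays among the open explanations throughout.

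The number of called genes was weighed against noise. Each library was divided at random into 2 parts that share no reads. Of 2350 genes called in one part, 98.4% had the same direction in the other, and 81.9% were at least 2-fold apart in that direction. This argues against counting noise of the reads alone. With no molecular identifiers stated, copies of 1 molecule can fall in both parts, so noise from before sequencing was not tested. A simulation of unchanged genes that all vary by a coefficient of variation of 0.2 came nearest to the interquartile range seen here (0.62 against 0.67 on the log2 scale). It called 531 genes, and 46 of them at least 4-fold apart, against 1110 here, so equal variation of every gene accounts for few of the large differences. At 0.4 the simulation called 4310 genes, more than the 2830 called here, but its interquartile range was 1.16 and 499 genes were at least 4-fold apart, so it matched the data on neither measure. Variation that differs from gene to gene, or that moves related genes together, was not tested and may account for part of the calls.

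The higher TNF response list could come from macrophage RNA carried into the M2 library. The 7 macrophage genes that were set in advance (Lyz2, Cd68, Ctss, Tyrobp, Fcer1g, Csf1r and Adgre1) had a summed log2 ratio of -0.13 (95% interval -0.39 to 0.12), and 0 of the 7 were higher in M2. Nearly all of these reads came from Cd68 (170 and 165 reads) and Csf1r (94 and 92 reads), which were as high in ctrl, grown without macrophages. The ratio is thus a weak measure of carry-over. What argues against carry-over is that 3 of the 7 genes had 0 reads in both libraries and Lyz2 had 1 read in M2. The macrophage list median went the other way, at the 99.8 percentile, but rests on Cd14 and genes with few reads, and the list sum without Apoe and Cd14 was also higher in M2, by 0.27. More fibroblasts are also argued against, as the fibroblast list median was -0.66, although 1 gene of the list was called higher against 7 lower. A second NF-κB list lay at percentile 100 of random lists, so the choice of list members is not the cause. Tnf itself, chosen after its values were seen, had 133 and 1032 reads.

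The higher mitosis list was tested against technical trends. Its lowest median over the scalings was 1.21, and it was 1.25 after removal of a trend with GC content and 1.26 after removal of a trend with gene length. None of these accounts for it. A different share of dividing cells and a change within cells remain open.

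The hypoxia list was not among the study's comparisons. Its median was 1.48 after removal of a trend with GC content and 1.50 after removal of a trend with gene length. A second hypoxia list lay at percentile 100 with a median of 0.65 and 15 of 20 genes higher. In that list 6 genes were called higher and 2 called lower. The 10 members of the first list outside glycolysis had a median of 1.96, so the shift is not confined to glycolysis genes. The members ranged from 0.19 for Kdm3a to 4.32 for Car9, both named after their values were seen. Lower oxygen in larger or denser co-cultures may be one source, and oxygen was not measured here.

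Immediate early genes were lower in M2. Fos had 42339 and 11153 reads, Egr1 12610 and 4322, and Jun 33576 and 25813, all chosen after their values were seen, and a separate list of 18 such genes had a median of -0.79. Harvest stress that differed between the cultures cannot be told apart from other causes. By the criterion set in advance, a heat shock list that was unchanged or higher in M2 counts against such stress, and its median was 0.28 at the 98.05 percentile, just above the random range, or within that range with a loess curve or at least 1 CPM in both libraries. It is kept open because 6 of its genes were higher and 5 lower, with Hspa1a and Hspa1b among the lower ones.

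Npas2, a clock gene chosen after its values were seen, had 0 reads in ctrl and 361 in M2, with a lower 95% limit of 6.54 for its log2 difference. A harvest at another phase of the circadian clock would raise the genes in phase with it, whose median was 0.052, within 95% of random lists. The genes of the opposite phase had a median of -0.24, at the 3.13 percentile, also within that range, although 8 of its 10 genes were lower and its percentile was 2.45, outside the range, after removal of a trend with gene length. The genes in phase stayed within the range under each of the 9 alternatives run for lists. Another phase is therefore unlikely as the whole cause of the difference in Npas2, and no other cause was tested.

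Several hormone receptor genes were lower in M2, all chosen after their values were seen. Esr1 had 1028 and 281 reads, Pgr 3195 and 575, and Prlr 3967 and 1379. No explanation was tested.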
